A study of Mus musculus with 50 samples.

How the data were processed

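The data are mRNA sequencing libraries of splenic CD8+ T cells from WT mice and knockout mice (KO), isolated with anti-CD8a beads and activated in culture for 0, 2, 6, 12 or 24 hours, with 5 mice per genotype and 50 libraries, per the labels. Libraries were made with a stranded poly(A) kit and sequenced as 50 nt single-end reads, per the labels' protocols. The submitters' processing notes name CASAVA 1.8.2, STAR 2.4, featureCounts 1.4.6 and the mouse build GRCm38, and they do not state the annotation release, the strand setting or how reads with several matches were handled. The authors deposited raw counts per gene, 1 column per library, with no normalization, and these counts are the only values used here. Because the strand setting is not stated, counts of overlapping antisense genes cannot be told apart, and counts of near-identical paralogs such as the H2-Q genes, the immunoglobulin variable genes and predicted genes are uncertain.

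The table holds 21647 Ensembl gene identifiers, of which 21583 were matched to a symbol of the GENCODE M21 annotation of GRCm38 and 64 were not. It holds 0 mitochondrially encoded genes, so their share, a common measure of RNA quality, could not be computed. Every column was matched to a label by genotype, time and mouse number, and 0 columns were left out. No pair of replicates held identical counts, and the highest Spearman rho between replicates was 0.997. Library totals ran from 9571625 to 31293872.

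Groups were the 10 combinations of genotype and time. Genes were kept by edgeR's filterByExpr by group, with a minimum count of 10, a minimum total of 15 and a smallest group of 5, which left 13294 genes. Libraries were scaled by TMM, and 1 quasi-likelihood model with robust dispersion and 1 mean per group was fitted to all 50 libraries in edgeR 4.0.16 under R 4.3.3. The common dispersion was 0.214 and 40 residual degrees of freedom remained. Contrasts of the fit gave each time against 0h in each genotype, KO against WT at each time, and the difference of the genotypes' changes. The later times of a genotype share the same 0h libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Levels in CPM used the TMM-scaled library sizes.

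Mouse numbers pair the libraries of the same animal across times within a genotype. As a check, deviations from the group means of log2 CPM in libraries of the same animal correlated on average by 0.415 to 0.638 in WT mice and by 0.212 to 0.356 in KO mice. The changes over time and the interactions were therefore also fitted with mouse as a block, and the blocked values are given where they moved a count by over 1.5 times. KO against WT was not fitted with this block. Its 40 residual degrees of freedom count libraries of the same mouse as independent, so its adjusted p values may be too small. Fits of only the 10 libraries compared do not share this limit. Across genotypes mouse numbers do not pair animals, and the correlations there averaged -0.197 to 0.139.

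Genes were named by a rule fixed before the data were examined. It takes up to 10 genes per direction with the largest change among called genes with a mean of at least 5 CPM in the higher group for KO against WT (20 CPM for the changes over time), or all genes where 10 or fewer pass, up to 5 per direction for the interactions, genes called at 3 or more times, and up to 5 members with the smallest p from each fixed list. Some genes this rule selects, and results that need them, are not reported here, and no check of the genotype labels from the counts is reported. Genes without a standard symbol are counted and not named. The text names a subset of the genes so selected, picked after their values were seen. In all, 23 gene lists of T cell functions, metabolism, cell cycle and other cell types were fixed in advance, and 4 lists were added after the data were seen, namely immature thymocyte genes, a second immature thymocyte list, mature CD8 T cell surface genes, and memory and effector CD8 T cell genes. Lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, in limma 3.58.1, with Benjamini-Hochberg adjustment over the lists and times of each comparison. Of 115 tests of fixed lists for KO against WT, camera called 55, and 0 with an estimated correlation and 15 by fry. Of 184 tests for the changes over time, it called 119, and 0 with an estimated correlation and 122 by fry. Without WT mice 1 and 4 the calls that held with an estimated correlation were 3 for KO against WT, all at 24h (the ATF4, p53 and dendritic cell lists), and 34 for the changes over time.

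The activation score of a library is the mean log2 CPM (prior count of 2) of the 100 genes that rose most minus that of the 100 genes that fell most at that time, picked from the change averaged over both genotypes with equal weight, among called genes with at least 5 CPM. Scores and summed marker levels were compared by exact two-sided permutation tests of the difference in means, whose smallest possible p is 0.00794 for 5 against 5 libraries and 0.0179 for 5 against 3.

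The model was tested on simulated counts drawn from the means and library sizes of the real samples, with 200 genes changed. For KO against WT at 6h with all mice and 12973 genes in the step, 23.9% of genes changed 1.5-fold, 55.2% of genes changed 2-fold and 97.0% of genes changed 4-fold were recovered, with 4 false calls among all genes. Without WT mice 1 and 4, with 13037 genes in the step, the shares were 32.8%, 79.1% and 97.0%. These rates and the 4 false calls describe the simulated counts. Whether they hold for the real libraries, where those of the same WT mouse correlated by 0.415 to 0.638, was not tested.

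The alternatives tried were size factors by median of ratios (RLE), library totals alone, no count filter, a mean of at least 1 CPM, the DESeq2 1.42.0 Wald test, limma-voom, a mouse block, a block of the mouse number, only the 10 libraries compared, a fold threshold, other score sizes, and leaving out each mouse in turn. Leaving out WT mice 1 and 4, and leaving out these mice together with the 0h libraries of mouse 3 of both genotypes and the 2h library of WT mouse 3, were chosen after seeing the data. In the first of these fits 40 libraries and 13253 genes were tested. Reads were not realigned, and exon or isoform use was not examined because the deposited table gives 1 count per gene.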

Results

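CD8+ T cells taken from the spleens of 10-week-old WT mice and of knockout mice (KO) were activated in culture with plate-bound anti-CD3e and soluble anti-CD28. Their mRNA was sequenced at 0h (before activation), 2h, 6h, 12h and 24h. Each of the 5 times had 5 mice per genotype, giving 50 libraries. The counted reads summed to between 9571625 and 31293872 per library, with a median of 23548632. Of the 21647 genes listed under Ensembl identifiers, 13294 had enough counts to be tested. Log2 fold changes, their standard errors and adjusted p values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and levels are library-scaled counts (CPM). KO and WT name the labels.

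All 10 libraries of WT mice 1 and 4 differed from the other 40 in T cell stage and cell cycle genes. The summed level of 11 immature thymocyte genes, among them Rag1 and Rag2 (receptor gene recombination), Dntt and Ptcra, was 2741 and 2208 CPM in these mice at 0h, against 463 to 679 CPM in WT mice 2, 3 and 5 and 323 to 539 CPM in the 5 KO mice. At 6h it was 2718 and 1662 CPM in WT mice 1 and 4, against 47.3 to 64.1 CPM in the other WT mice and 28.8 to 39.9 CPM in KO. Genes of the mature CD8 T cell surface, such as Cd8a, Cd8b1 and Il7r, summed to 922 and 2001 CPM in WT mice 1 and 4 at 0h, to 7221 to 9004 CPM in the other WT mice and to 5467 to 7482 CPM in KO. Genes of G2 and mitosis summed to 9502 and 8024 CPM at 0h in the same mice, against 204 to 365 CPM in the other WT mice and 526 to 1853 CPM in KO. They stayed above all others until 12h and at 24h were below them, at 4087 and 4960 CPM against 5159 to 5799 CPM. The thymocyte and surface lists were chosen after this difference was seen. Totals of called genes that rest on WT libraries are therefore also given without WT mice 1 and 4, a choice made after seeing the data.

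**Figure D1:**
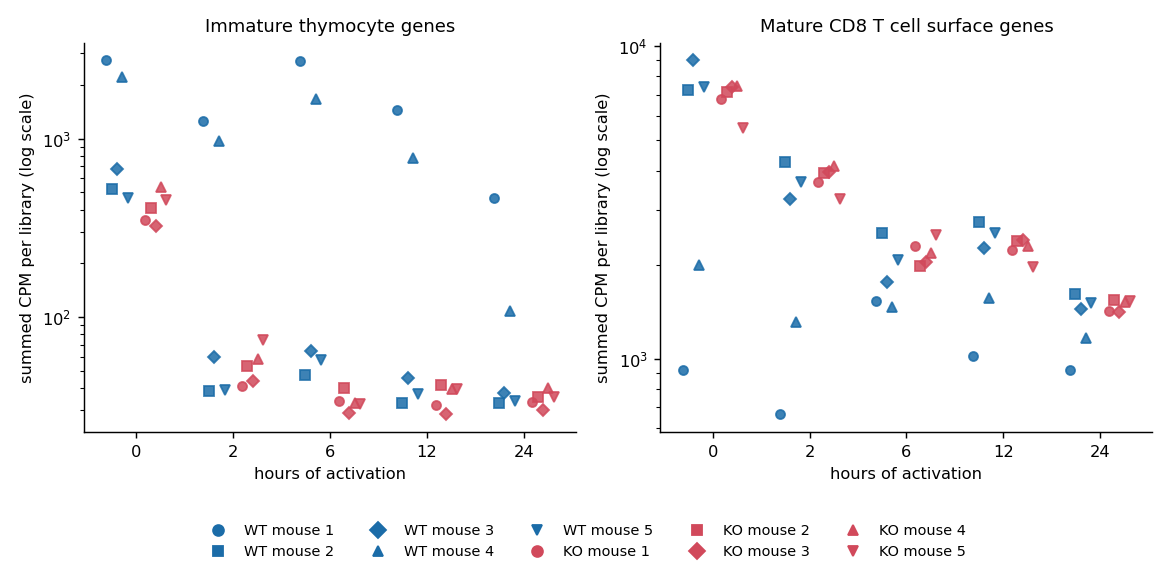
Summed level in CPM of the immature thymocyte genes and of the mature CD8 T cell surface genes in each library (1 point per library) against hours of activation, by genotype. At 0h the thymocyte genes summed to 2741 and 2208 CPM in WT mice 1 and 4 and to at most 679 CPM in each other library.

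The comparison of 2h with 0h asked which genes responded first to stimulation. Immediate early transcription factors rose in both genotypes. Nr4a1, an orphan nuclear receptor induced by antigen receptor signalling, went from 32.5 ± 11.6 CPM (SD, n = 5) to 2087 ± 1447 CPM in WT and from 26.4 ± 7.88 to 2101 ± 608 CPM in KO, log2 changes of 6.00 (SE 0.471, edgeR adjusted p = 4.36e-13) and 6.32 (SE 0.478, 8.92e-14). The stress-induced factor Atf3 rose by 10.64 in WT and 9.86 in KO, Egr2 by 6.39 and 6.27, Nr4a3 by 7.03 and 6.87, and the early surface marker Cd69 by 3.72 and 3.62. Odc1, which makes putrescine from ornithine, rose by 2.22 in WT (3.88 without WT mice 1 and 4) and by 2.79 in KO. Of 30 measured immediate early genes, 19 rose, 2 fell and the rest did not pass in WT (21 and 2 adjusted over the list alone), and 22 rose and 2 fell in KO (22 and 3 adjusted over the list alone). As a set they exceeded other genes by camera in WT (adjusted p = 8.55e-16) and KO (2.89e-12), a call lost with an estimated correlation (adjusted p = 0.214 and 0.25). Interferon-stimulated genes fell, 12 of 22 in WT with a list median of -1.19 and 11 of 22 in KO with -1.07 (12 and 12 adjusted over the list alone). Their camera adjusted p was 0.000287 in WT and 0.00216 in KO (adjusted p = 0.44 and 0.49 with an estimated correlation). The chaperone Hspa1b dropped by 4.24 in WT and 5.60 in KO. In all, 1862 genes rose and 2158 fell in WT, and 2696 rose and 2611 fell in KO, and without WT mice 1 and 4 the WT total went from 4020 to 6582. Fits of only the 10 libraries compared called 294 genes in WT and 6879 in KO.

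The comparison of 6h with 0h addressed the onset of effector and growth genes. The genes named first here, picked after their values were seen, include chemokine and cytokine genes with large rises. Xcl1, a dendritic cell attractant, rose by 10.90 in WT (SE 1.06) and 8.95 in KO (SE 0.974), Ccl3 by 9.50 and 8.83, the T cell growth factor Il2 by 8.47 and 9.95, and the costimulatory receptor Tnfrsf9 (4-1BB) by 8.35 and 7.18. Of 23 effector genes, 13 rose and 3 fell in WT and 13 rose and 2 fell in KO, the same counts as adjusted over the list alone. Ribosome biogenesis moved nearly as 1 block, with 28 of 30 genes up in WT (median 1.31) and 30 of 30 in KO (median 1.82), counts that were also 28 and 30 adjusted over the list alone. Its camera adjusted p was 1.75e-10 in WT and 2.89e-17 in KO (adjusted p = 0.375 and 0.267 with an estimated correlation). Among 15 amino acid transporters, 8 rose and 1 fell in WT (10 and 1 adjusted over the list alone) and 10 rose in KO (10 over the list alone). Slc7a1, the main cationic importer of arginine, rose by 1.47 in WT (2.69 without WT mice 1 and 4) and 2.80 in KO. Chac1, a glutathione-degrading target of ATF4, rose by 3.47 in WT and 4.56 in KO. Ggt1, gamma-glutamyltransferase, dropped by 7.31 in WT and 6.11 in KO. The totals were 2685 genes up and 2625 down in WT, where 7926 were called without WT mice 1 and 4, and 3567 up and 2975 down in KO. Fits of only the 10 libraries compared called 1153 genes in WT and 7989 in KO.

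The question at 12h was which programmes were above their 0h level, and sterol synthesis was among them. Of 23 sterol and fatty acid genes, 15 rose and 0 fell in WT (16 and 0 adjusted over the list alone) and 17 rose and 1 fell in KO (17 and 1 over the list alone), with medians of 1.81 and 1.85. Cyp51, lanosterol demethylase, rose by 3.22 in WT (SE 0.274) and 3.23 in KO (SE 0.274). The list exceeded other genes by camera in WT (adjusted p = 4.1e-10) and KO (9.46e-10), though with an estimated correlation the adjusted p = 0.25 in each. Rgs16, a regulator of G protein signalling, rose by 9.75 and 8.92, and Crabp2, a retinoic acid binding protein, by 7.78 and 8.44. Hk2, the inducible hexokinase, rose by 4.89 in KO and by 1.64 in WT (4.70 without WT mice 1 and 4), where its call was lost without WT mouse 2 (1.35), WT mouse 3 (1.12) or WT mouse 5 (1.37), and where it was 2.47 without WT mouse 1. Hspa1b was at -7.01 in WT and -8.86 in KO. In WT 2563 genes rose and 2681 fell, and 7977 were called without WT mice 1 and 4. In KO 3694 rose and 3329 fell. Fits of only the 10 libraries compared called 1256 genes in WT and 8360 in KO.

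The comparison of 24h with 0h took in the cells nearest to division. Of 23 effector genes, 15 were above 0h and 5 below in WT and 12 and 6 in KO, the same counts as adjusted over the list alone, with medians of 2.63 and 2.32. Their camera adjusted p was 2.42e-05 in WT and 0.0235 in KO (adjusted p = 0.398 and 0.665 with an estimated correlation). Gzmb, the cytotoxic protease granzyme B, rose by 8.23 in WT (SE 1.1) and 7.03 in KO (SE 1.04) and reached 1390 ± 688 CPM in WT and 2414 ± 158 CPM in KO (SD, n = 5). Ifng rose by 8.20 and 7.77 and Lif, a cytokine of the interleukin-6 family, by 8.59 and 6.19. All 30 measured S phase genes rose in KO and 10 of 30 in WT (30 and 10 adjusted over the list alone), and 21 of 26 G2 and mitosis genes rose in KO and 0 of 26 in WT by edgeR (24 and 0 over the list alone). In WT 26 of 26 rose when mice 1 and 4, whose mitotic genes were already high at 0h, were left out. The S phase genes summed to 837 to 1179 CPM at 0h and 10260 to 10700 CPM at 24h in WT mice 2, 3 and 5. In KO they summed to 1412 to 3558 and 9659 to 9962 CPM. WT mice 1 and 4 had S phase sums of 8482 to 10040 CPM at 0h and 5984 to 9519 CPM at 24h. Pcna, the replication clamp, rose by 1.32 in WT (3.08 without WT mice 1 and 4) and 2.11 in KO. Glycolysis genes rose, 15 of 21 in WT and 16 of 21 in KO with 1 down in each (16 and 16 up adjusted over the list alone). Ldha rose by 1.56 in WT (2.29 without WT mice 1 and 4) and 2.10 in KO. The camera adjusted p of the glycolysis list was 6.75e-07 in WT and 7.56e-06 in KO (adjusted p = 0.128 in each with an estimated correlation). Of 26 genes of arginine, proline and polyamine metabolism, 11 rose and 2 fell in WT (12 and 2 over the list alone) and 16 rose and 3 fell in KO (16 and 3 over the list alone), with medians of 0.51 and 0.92. That list's camera adjusted p was 0.00601 and 0.0165 (adjusted p = 0.287 and 0.349 with an estimated correlation). Naive T cell genes fell, 12 of 18 in each genotype (12 in WT and 13 in KO adjusted over the list alone). Among them was Klf2, which keeps T cells quiescent and recirculating, at -4.89 in WT (-7.01 without WT mice 1 and 4) and -5.64 in KO. Interferon-stimulated genes fell in 16 of 22 cases in WT and 19 of 22 in KO (16 and 19 over the list alone). Irf7 was at -3.71 in WT (-5.34 without WT mice 1 and 4) and -5.65 in KO. The totals were 2650 up and 3212 down in WT, where 8558 were called without WT mice 1 and 4, and 4081 up and 3728 down in KO. Fits of only the 10 libraries compared called 2456 genes in WT and 8996 in KO.

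**Figure D2:**
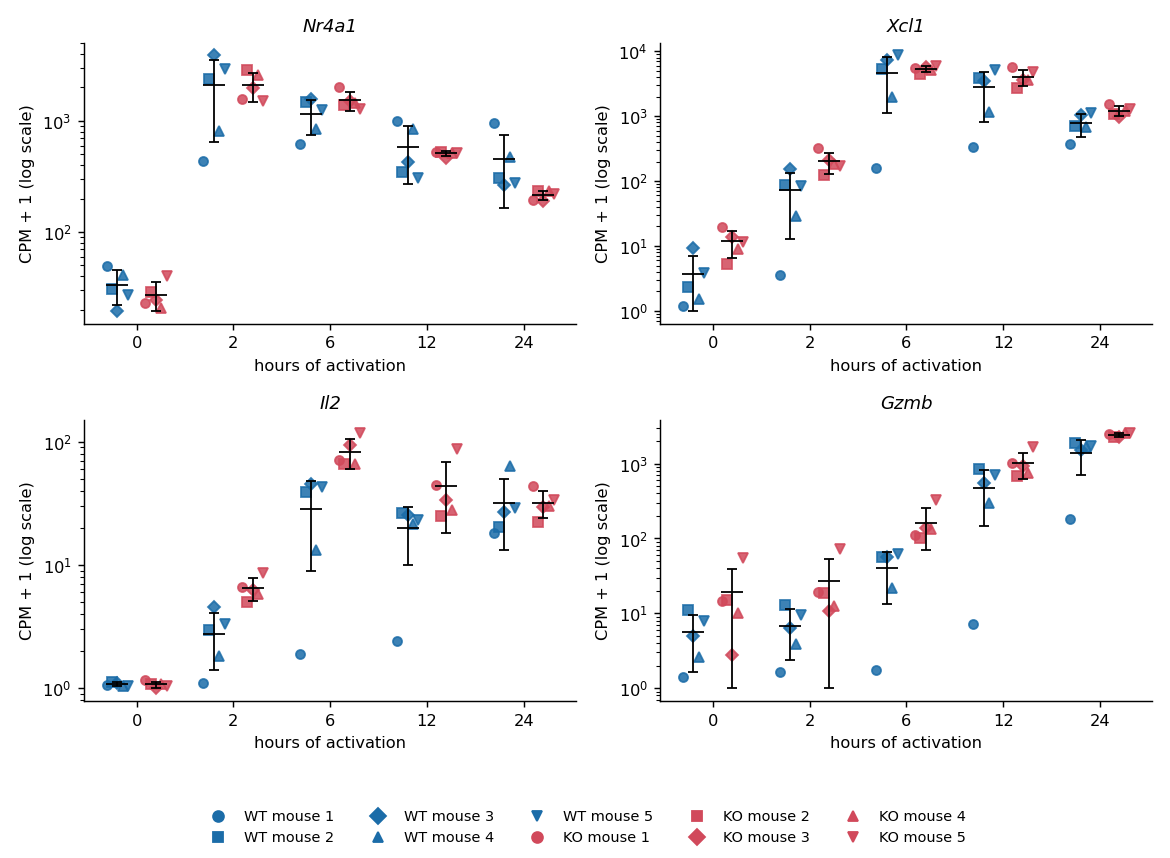
Level of Nr4a1, Xcl1, Il2 and Gzmb (CPM plus 1, log axis) against hours of activation, with 1 point per library and bars for the mean and SD of 5 mice per genotype. Nr4a1 averaged 2087 CPM in WT and 2101 CPM in KO at 2h, and Gzmb 1390 and 2414 CPM at 24h.

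The activation responses of the genotypes were then set side by side. Across the 13294 genes, which are not independent replicates, the log2 changes of WT and KO correlated with Pearson r of 0.788 at 2h, 0.794 at 6h, 0.777 at 12h and 0.833 at 24h. At 6h 2169 genes rose and 1797 fell in both genotypes, where 720.4 and 587.4 would be shared by chance, and 31 were called in opposite directions. At 12h 2024 rose and 1832 fell in both and 117 were opposite. At 24h 2336 rose and 2669 fell in both, against 813.5 and 900.7 by chance, and 7 were opposite. The fit without WT mice 1 and 4 had 3215, 3048 and 3897 genes that rose and 3274, 3200 and 3582 that fell in both at 6h, 12h and 24h. There 46, 193 and 20 were opposite. A score of activation per library, the mean log2 CPM of the 100 genes that rose most minus that of the 100 that fell most, was 6.37 ± 0.39 in KO and 4.89 ± 2.7 in WT at 6h (SD, n = 5). The KO minus WT differences of 0.57, 1.48, 1.43 and 0.42 at 2h, 6h, 12h and 24h were within the spread between mice (exact two-sided permutation tests, adjusted p = 0.587 at each time). They were -0.86, -0.29, -0.11 and -0.23 without WT mice 1 and 4, with exact permutation adjusted p values of 0.143, 0.381, 0.536 and 0.214. The unadjusted exact permutation p at 2h was 0.0357. With 5 against 3 mice the smallest possible p is 0.0179, so a single time could not pass after adjustment. Scaling by library totals in place of TMM lowered the share of called KO genes that rose from 50.8% to 38.0% at 2h and from 52.6% to 41.7% at 12h. It moved the median log2 change of all genes in KO to -0.25 at 2h, -0.21 at 6h, -0.21 at 12h and -0.14 at 24h, from values between -0.08 and 0.02.

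The comparison of KO with WT at 0h asked what differed before activation, and directions here follow the libraries labelled KO. Anti-CD8a beads would not remove memory or effector CD8 T cells, so a different share of them may contribute. Interferon-stimulated genes and single genes of AP-1 and of memory cells were higher in KO. Jun averaged 288 ± 103 CPM in KO and 58.3 ± 38.4 CPM in WT (SD, n = 5), a log2 difference of 2.30 (SE 0.436, edgeR adjusted p = 0.00237), and Fos was higher by 2.15 (adjusted p = 0.00254). Cxcr3, a chemokine receptor of memory and effector CD8 T cells, was higher by 3.08 (SE 0.634), Ly6c2, another marker of such cells, by 2.82 and the granzyme Gzmm by 2.56. Of 22 interferon-stimulated genes, 6 were higher and 0 lower (9 and 0 adjusted over the list alone), Ifi44 by 3.16, with a list median of 0.92 and a camera adjusted p = 8.62e-15 (adjusted p = 0.234 with an estimated correlation). When WT mice 1 and 4 were left out, 8 were higher and 0 lower (8 and 0 over the list alone), with a median of 0.55 and a camera adjusted p = 0.000523 (adjusted p = 0.635 with an estimated correlation). For Jun, Fos, Cxcr3 and Ly6c2 all 5 KO libraries lay above all 5 WT libraries, and without WT mice 1 and 4 these 4 genes had differences of 1.78, 1.73, 2.56 and 2.29 and stayed called. With only the 10 libraries of 0h fitted, edgeR called 0 genes (1068 at an unadjusted p under 0.05), so these calls were lost there. In the fit of all libraries, 28 of 100 splits of the mice gave as many called genes at 0h. Of 64 oxidative phosphorylation subunits, 13 were lower and 0 higher (29 lower and 1 higher adjusted over the list alone), with Ndufa2 at -1.81 and Atp5e at -1.80. Those calls were lost and turned positive (0.40 and 0.57) without WT mouse 3, and were lost without KO mice 1, 2, 4 and 5 in turn (-1.78, -1.76, -1.75 and -1.75 for Ndufa2, -1.74, -1.75, -1.74 and -1.75 for Atp5e). In the 0h library of WT mouse 3, 23.8% of counts fell in its 50 most abundant genes.

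In all, 311 genes were higher and 743 lower in KO at 0h, 29.5% higher, and the split turned to 67.3% higher when libraries were scaled by their totals and to 387 higher and 222 lower by limma-voom. The median log2 difference of all genes was -0.15, and -0.01 with totals. The test without WT mice 1 and 4 called 1179 higher and 1785 lower, of which 579 shared their direction with a call from all mice. In that fit S phase and mitotic genes were higher in KO, 19 of 30 and 20 of 26 (25 and 23 adjusted over the list alone), with medians of 0.93 and 1.72, where with all mice the medians were -1.22 and -2.07. Their camera adjusted p values were 3.06e-09 and 3.1e-10 (adjusted p = 0.614 in each with an estimated correlation). Erythroid and platelet markers also summed to more in KO there, 294 ± 125 CPM against 64.8 ± 13.9 CPM in WT mice 2, 3 and 5 (SD, n = 5 and 3, exact permutation p = 0.0357, adjusted p = 0.26). Each KO library (173 to 475 CPM) lay above each of the 3 WT libraries (51.8 to 79.5 CPM). Without WT mice 2, 3, 4 and 5 in turn the count of 1054 became 2343, 2073, 245 and 2420, and without KO mice 1 to 5 in turn 160, 483, 392, 467 and 303.

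At 2h, when the earliest response was compared between genotypes, interferon and effector genes were again higher in the libraries labelled KO. Ifi44 was higher by 3.40 (SE 0.581, edgeR adjusted p = 0.000544), the interferon-induced GTPase Iigp1 by 2.95 (SE 0.429, 9.69e-05) and Usp18, which removes ISG15, by 2.18. Gzmm was higher by 3.10 and Ly6c2 by 2.77. These 5 genes were called in each of the 10 fits that left out 1 mouse, and without WT mice 1 and 4 their differences were 3.39, 2.67, 2.13, 2.61 and 2.32. With only the 10 libraries of 2h fitted, edgeR called 2 genes, so at most 2 of these 5 calls held there. Of 22 interferon-stimulated genes, 10 were higher and 0 lower (13 and 0 adjusted over the list alone), with a median of 1.17 and a camera adjusted p = 3.63e-13 (adjusted p = 0.234 with an estimated correlation). Of 23 effector genes, 7 were higher and 0 lower (9 and 1 adjusted over the list alone), with a median of 1.18 and a camera adjusted p = 4.74e-09 (adjusted p = 0.447 with an estimated correlation). Leaving out WT mice 1 and 4, 2 were higher and 0 lower (11 and 2 over the list alone), with a median of 0.81 and a camera adjusted p = 0.000928 (adjusted p = 0.614 with an estimated correlation). Rag1 and cell cycle genes were lower. The recombinase gene Rag1 was lower by 8.38, the mitotic kinase gene Plk1 by -4.13, and 18 of 30 S phase and 16 of 26 mitotic genes were lower (27 and 24 adjusted over the list alone). Rag1 was -0.73 and Plk1 -0.45 without WT mice 1 and 4, neither called, and 0 of those S phase and mitotic genes were called by edgeR. Each call was also lost without WT mouse 1 (-7.32 and -2.86), WT mouse 4 (-8.01 and -3.97) or any KO mouse (-8.22 to -8.64 for Rag1 and -4.00 to -4.24 for Plk1). The totals were 386 higher and 1183 lower, a split that turned to 481 higher and 247 lower by limma-voom, and 246 higher and 297 lower without WT mice 1 and 4, with 243 genes called in the same direction in both. The total of 1569 became 364, 2638, 2889, 102 and 2728 without WT mice 1 to 5 in turn and 228, 459, 493, 436 and 435 without KO mice 1 to 5. The total of 543 became 262, 360, 333, 271 and 253 when KO mouse 1, KO mouse 4, KO mouse 5, WT mouse 2 or WT mouse 5 was left out as well.

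The cytokine genes Ifng and Il3 separated the genotypes at 6h, when effector genes were switching on. Ifng averaged 1088 ± 623 CPM in the libraries labelled KO and 83.4 ± 54.6 CPM in WT (SD, n = 5), a log2 difference of 3.71 (SE 0.719, edgeR adjusted p = 0.00422), and Il3, a haematopoietic growth factor, averaged 54.8 ± 72.5 and 1.30 ± 0.663 CPM, a difference of 5.40 (SE 0.998, 0.00377). In each case 5 of 5 KO libraries lay above all WT libraries, and for Il3 KO mouse 5 had 182 CPM and the other KO mice 4.78 to 42.5 CPM. The differences without WT mice 1 and 4 were 3.14 for Ifng and 4.98 for Il3 and stayed called. Csf2, which encodes GM-CSF, was higher by 3.10 (adjusted p = 0.0197), a call lost without WT mouse 1 (2.79), WT mouse 4 (2.91), KO mouse 1 (3.10), KO mouse 3 (3.12), KO mouse 4 (3.23) or KO mouse 5 (2.55). Of the 23 effector genes, 7 were higher and 1 lower (10 and 1 adjusted over the list alone), with a median of 1.24, and 4 were higher without WT mice 1 and 4 (10 over the list alone, median 0.63). The camera adjusted p was 2.52e-08 with all mice and 0.000328 without those mice (adjusted p = 0.447 and 0.614 with an estimated correlation). Mitotic genes were lower, 24 of 26 with a median of -3.91 (26 over the list alone), as were 10 of 23 sterol genes (12 over the list alone), whereas without WT mice 1 and 4 0 mitotic genes and 2 sterol genes were called by edgeR, the 2 sterol genes being higher. The totals were 336 higher and 1009 lower, turned to 403 and 194 by limma-voom, and 306 and 245 without WT mice 1 and 4, with 180 genes shared in direction. With only the 10 libraries of 6h fitted, the total of 1345 fell below 89. The total of 1345 became 124, 2104, 3432 and 89 without WT mice 1, 2, 3 and 4 in turn and 38, 143, 158, 36 and 668 without KO mice 1 to 5. The total of 551 became 183, 265, 279, 1727 and 46 when KO mouse 1, KO mouse 4, WT mouse 2, WT mouse 3 or WT mouse 5 was left out as well.

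At 12h, with the same question of which activated genes depended on genotype, the cytokine genes Ifng and Il3 remained higher in the libraries labelled KO. Ifng averaged 1244 ± 822 CPM in KO and 150 ± 87.4 CPM in WT (SD, n = 5), a log2 difference of 3.06 (SE 0.698, edgeR adjusted p = 0.00537), and Il3 was higher by 4.55 (SE 0.959). The transcription factor Runx2 was higher by 2.45, the clathrin adaptor Hip1 by 3.55, the fatty acid synthase Fasn by 1.22, the amino acid transporter Slc7a5 by 1.30 and Ass1, which makes argininosuccinate on the route to arginine, by 1.04 (adjusted p = 0.00246). Itm2a, a membrane protein of T cells, was lower by 1.72. These genes were called in each of the 10 fits without 1 mouse, and without WT mice 1 and 4 the differences were 2.66, 4.09, 2.16, 3.23, 1.22, 1.22, 1.48 and -1.73 in the order named. Of 23 effector genes, 6 were higher and 1 lower (6 and 1 adjusted over the list alone), with a median of 1.08 and a camera adjusted p = 2.25e-05 (adjusted p = 0.543 with an estimated correlation). The arginine, proline and polyamine list as a whole did not pass by camera at any time, with 3 of 26 genes higher at 12h (3 adjusted over the list alone) and a median of 0.07. Without WT mice 1 and 4, 13 of 30 immediate early genes were higher and 1 lower (18 and 1 over the list alone; 4 and 0 with all mice), with Nr4a3 at 1.42 and Junb at 1.18, genes chosen after their values were seen. That list's camera adjusted p was 3.54e-06 (adjusted p = 0.22 with an estimated correlation). The totals were 736 higher and 1004 lower, turned to 704 and 448 by limma-voom, and 1848 and 1197 without WT mice 1 and 4, with 1164 genes shared in direction. The share higher was 42.3%, and 30.4% when libraries were scaled by their totals. The total of 1740 became 3211 and 871 without WT mice 3 and 4 and 616, 717, 674, 574 and 554 without KO mice 1 to 5, and the total of 3045 became 1363, 5510 and 1099 when WT mouse 2, 3 or 5 was left out as well.

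By 24h few single genes separated the genotypes in edgeR, 6 against 168 by DESeq2 (16 higher and 152 lower). Snapc1, a subunit of the small nuclear RNA activating complex, averaged 22.5 ± 0.993 CPM in the libraries labelled KO and 42.0 ± 2.39 CPM in WT (SD, n = 5), a log2 difference of -0.90 (SE 0.117, edgeR adjusted p = 1.9e-05) that was called in each fit without 1 mouse and was -0.87 without WT mice 1 and 4. The ubiquitin ligase Wwp2 (-0.81), the glycosyltransferase B3gnt8 (-2.06), Ypel1 (-2.30) and Arhgap20 (-6.54) were also lower and the zinc transporter Tmem163 (2.14) was higher. None of these 5 passed without WT mice 1 and 4 in edgeR, at -0.72, -1.56, -0.52, -1.21 and 2.23 in the order named. Wwp2 (adjusted p = 3.42e-05) and Tmem163 (0.035) did pass with the early mouse 3 libraries left out too. In the fit without WT mice 1 and 4 Kcnf1 (5.08), H2-Q6 (1.48), H2-Q7 (1.30), Tent5a (0.89) and Dcun1d3 (0.56) were higher, genes chosen after their values were seen. In that fit Kcnf1, H2-Q6 and H2-Q7 were called higher in KO at all 5 times and Tent5a at 3, so their differences were not specific to 24h. With all mice Kcnf1 was at -2.24 at 24h, and none of the 5 genes higher in that fit was called. H2-Q6 and H2-Q7 are near-identical class Ib major histocompatibility genes, so their separate counts are uncertain. Without WT mouse 1 Wwp2, B3gnt8, Ypel1, Arhgap20 and Tmem163 lost their calls at -0.77, -1.75, -1.30, -4.77 and 2.17, and without WT mouse 4 at -0.79, -2.02, -2.25, -6.50 and 2.18. All but Wwp2 and Tmem163 lost them without each KO mouse too (-1.92 to -2.26, -2.22 to -2.39 and -6.23 to -7.14), Wwp2 without KO mice 1 to 4 (-0.79, -0.82, -0.81 and -0.79), and Tmem163 without WT mouse 5 (2.07) and KO mice 1, 3, 4 and 5 (1.94, 2.17, 2.10 and 2.16). The effector list had 0 genes called by edgeR and a median of 0.66, with a camera adjusted p = 3.25e-06 (adjusted p = 0.543 with an estimated correlation), and Ifng averaged 820 ± 290 CPM in KO and 357 ± 141 CPM in WT. The 20 ATF4 target and amino acid starvation genes had a median of 0.29 with 0 genes called in edgeR and a camera adjusted p = 5.77e-08 (adjusted p = 0.103 with an estimated correlation). That list's median without WT mice 1 and 4 was 0.25, with a camera adjusted p = 2.99e-09 (adjusted p = 0.0457 with an estimated correlation). The total of 6 genes, 1 higher and 5 lower, compares with 916 genes at an unadjusted p under 0.05, and with library totals 0 of the called genes were higher. Without WT mice 1 to 5 in turn the total was 1, 19, 54, 1 and 34, and without KO mice 1 to 5 it was 1, 2, 1, 1 and 2. The 6 genes called without WT mice 1 and 4 became 3, 19, 3 and 3 when KO mouse 1, KO mouse 2, KO mouse 3 or WT mouse 2 was left out as well.

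**Figure D3:**
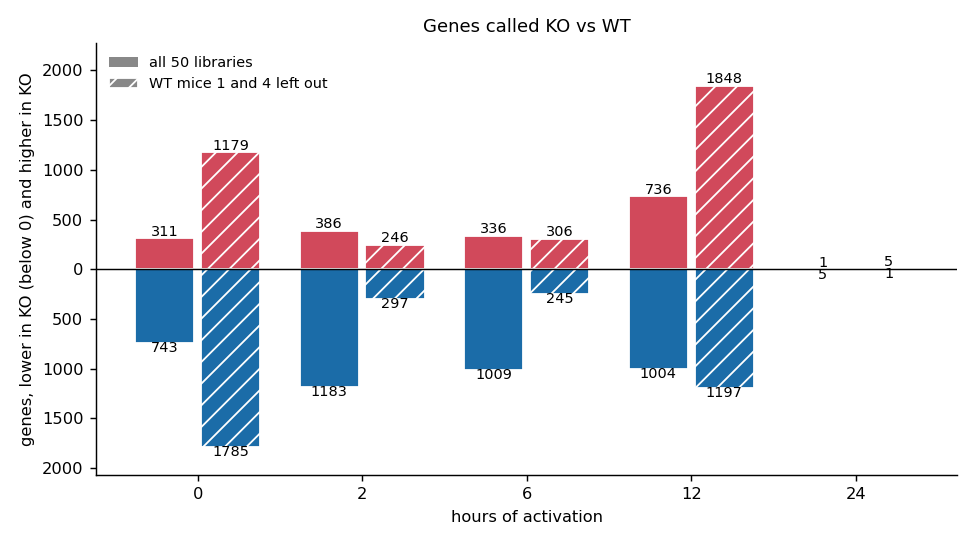
Number of genes higher (above 0) and lower (below 0) in KO than in WT at each time by edgeR at an adjusted p under 0.05, with all 50 libraries and, hatched, with the 40 libraries left without WT mice 1 and 4. At 12h 736 genes were higher and 1004 lower with all libraries, and 1848 and 1197 without those mice.

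**Figure D4:**
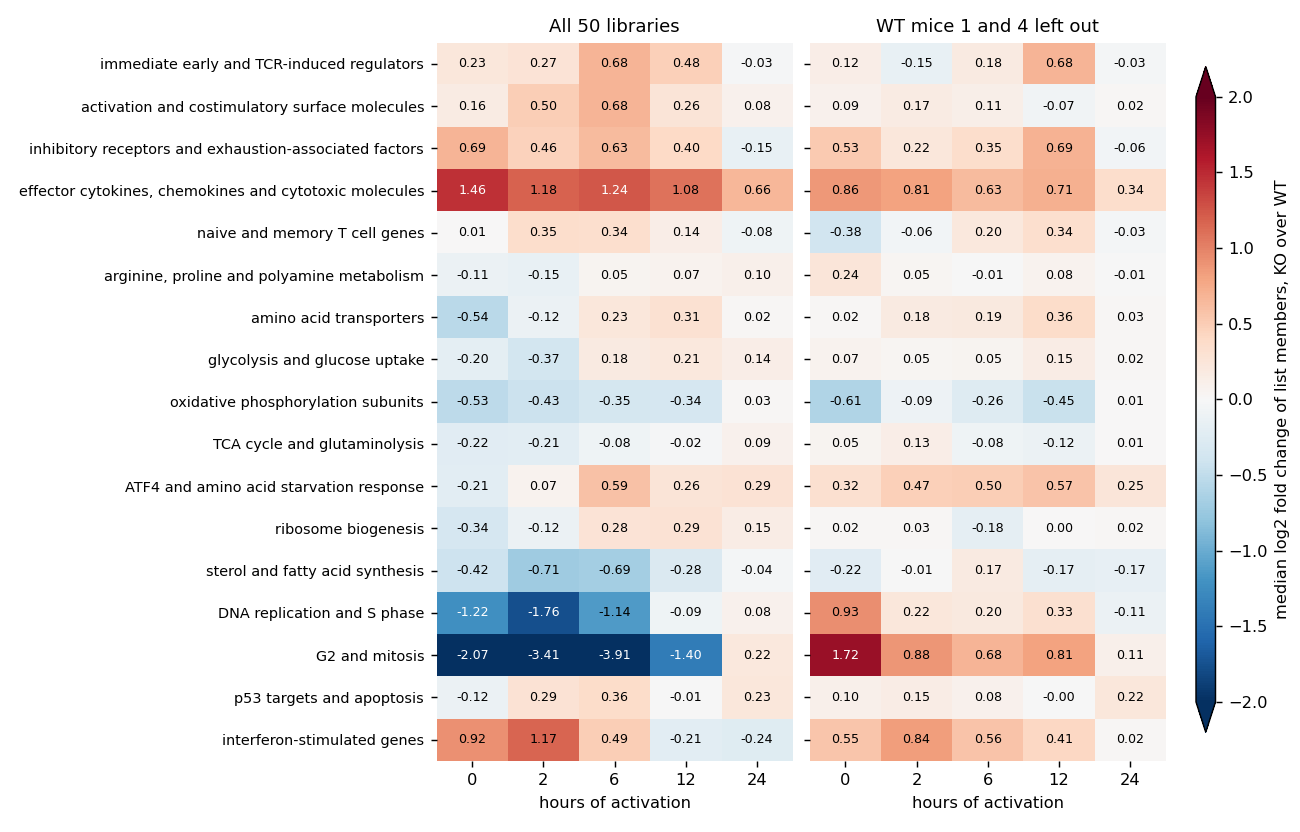
Median log2 difference of KO over WT over the measured members of each gene list (rows) at each time (columns), with all libraries and without WT mice 1 and 4. The median of the G2 and mitosis list at 6h was -3.91 with all libraries and 0.68 without those mice. At 6h that list summed to 529 CPM in KO mouse 5 and 144 to 171 CPM in the other KO mice. In WT mice 2, 3 and 5 it summed to 147 to 152 CPM.

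Some differences recurred across times. With all mice 225 genes were called at 3 or more of the 5 times, 83 of them always higher in the libraries labelled KO, 117 always lower and 25 in mixed directions. In the fit without WT mice 1 and 4 there were 191 such genes, 96 always higher, 47 always lower and 48 mixed. Kcnf1, H2-Q6 and H2-Q7 were called higher in KO at all 5 times in that fit. Snapc1 was lower at 0h (-0.60), 6h (-0.63), 12h (-0.94) and 24h (-0.90), with each KO library below all WT libraries at those times. At 2h it was -0.32 and not called with all mice, and it passed there without WT mouse 1 (-0.40) and without WT mice 1 and 4 (-0.47). Wwp2 was lower at all 5 times (-1.12, -0.89, -0.73, -0.80 and -0.81), although its 24h call was lost without WT mouse 1 (-0.77), WT mouse 4 (-0.79) and KO mice 1 to 4 (-0.79, -0.82, -0.81 and -0.79). Churc1, a zinc finger gene, was lower at 0h, 2h, 6h and 12h (-0.71, -0.94, -1.18 and -0.92). Its 0h call was lost without WT mouse 3 (-0.36) and KO mice 1, 2, 4 and 5 (-0.68, -0.68, -0.68 and -0.65).

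The interaction of genotype and time asked directly whether the activation response differed between the genotypes. The test called 278 genes with a more positive log2 change in KO and 50 with a more negative one at 6h. It called 737 and 260 at 12h, against 2 and 0 at 2h and 2 and 8 at 24h. A more positive change can be a larger rise or a smaller fall. Of 100 splits of the mice, 3 gave as many genes at 12h in this fit (highest other 1163), so chance was less likely there but not excluded. At 2h, 6h and 24h 6, 7 and 6 did. Bcat1, which starts the breakdown of branched-chain amino acids, had a log2 change more positive in KO by 5.10 at 12h (SE 1.27, edgeR adjusted p = 0.00872). The calcium sensor gene Ncs1 had one more positive by 3.84 (SE 0.906, 0.00593). Both genes kept these calls without any 1 mouse, but with mouse as a block Bcat1 was 3.94 and not called, and without WT mice 1 and 4 the values were -0.57 and 0.13 and neither was called. At 24h the responses of Fos (-3.06), Iigp1 (-3.01) and Hspa1b (-3.57) were lower in KO, and these genes started higher in KO at 0h in 5 of 5 libraries for Fos and Hspa1b. Their values without WT mice 1 and 4 were -2.18, -2.11 and -3.35, each called. The 24h calls of Fos were lost without WT mouse 4 (-2.94) and KO mice 1, 2 and 3 (-2.92, -2.82 and -3.03), those of Iigp1 without WT mouse 4 (-2.69) and KO mice 1, 2, 3 and 5 (-2.89 to -3.03), and those of Hspa1b without WT mice 1 and 4 in turn (-3.45 and -3.48) and KO mice 1, 2 and 3 (-3.62, -3.17 and -3.48). With mouse as a block the totals at 2h, 6h, 12h and 24h were 4, 674, 1631 and 100 genes, and without WT mice 1 and 4 they were 35, 1267, 2719 and 114. Scaling by library totals turned the share with a more positive change in KO from 100% to 22.2% at 2h. That share went from 84.8% to 46.6% at 6h, from 73.9% to 38.4% at 12h and from 20% to 0% at 24h. The totals of 2, 328, 997 and 10 became 0, 27, 1065 and 2 without WT mouse 1, 0, 611, 1094 and 56 without WT mouse 2, 24, 1440, 2232 and 51 without WT mouse 3, 0, 9, 654 and 0 without WT mouse 4, and 1, 553, 1187 and 102 without WT mouse 5. Without KO mice 1 to 5 in turn they were 0, 0, 503 and 0, then 0, 67, 655 and 0, then 0, 0, 505 and 0, then 0, 7, 554 and 7, and 3, 219, 591 and 7. Where these counts by edgeR were 0, between 551 and 1801 genes had an unadjusted p under 0.05.

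Markers of other cell types were compared because bead isolation leaves some behind. B cell markers, including Cd79a, Ms4a1 and Cd74, summed to 9352 ± 3426 CPM in the libraries labelled KO and 4566 ± 4234 CPM in WT at 0h (SD, n = 5), to 7014 ± 2161 and 3284 ± 2735 CPM at 2h, 3966 ± 997 and 1803 ± 694 CPM at 6h and 1660 ± 347 and 1024 ± 196 CPM at 12h, and to 709 ± 66.1 and 681 ± 94.8 CPM at 24h. Their unadjusted exact permutation p values at 2h, 6h and 12h were 0.0556, 0.0238 and 0.0238. Dendritic cell markers summed to 203 ± 23.5 CPM in KO and 150 ± 27.6 CPM in WT at 2h, 306 ± 16.1 and 239 ± 35.9 CPM at 6h, 238 ± 14.4 and 206 ± 21.9 CPM at 12h and 294 ± 10.6 and 267 ± 14.1 CPM at 24h, with unadjusted p of 0.0159, 0.00794, 0.0397 and 0.0159. Macrophage, monocyte and neutrophil markers were at 141 ± 47.5 CPM in KO and 81.5 ± 22.6 CPM in WT at 0h (unadjusted p = 0.0238). CD4 and regulatory T cell markers were lower in KO at 2h, at 119.8 CPM against 295.8 CPM in WT (unadjusted exact permutation p = 0.0397). That WT mean rested on WT mice 1 and 4, at 495.8 and 507.8 CPM. Without these mice WT averaged 158.6 CPM (unadjusted exact permutation p = 0.196). CD4 and regulatory T cell markers were also lower in KO at 24h, at 37.2 against 325.8 CPM (unadjusted p = 0.03175). There too the WT mean rested on WT mice 1 and 4, at 1136 and 357 CPM. Without these mice WT averaged 45.2 CPM (unadjusted exact permutation p = 0.179). At 6h natural killer cell markers summed to 20.7 ± 13.8 CPM in KO and 804 ± 1133 CPM in WT, and CD4 and regulatory T cell markers to 85.1 ± 25.1 and 455 ± 512 CPM. The last 2 WT means rested on WT mice 1 and 4. Their natural killer markers were at 2506 and 1443 CPM, against 12.9 to 45.1 CPM in the other 8 libraries at 6h, and their CD4 and regulatory T cell markers at 1131 and 881 CPM, against 48.2 to 117 CPM. Erythroid and platelet markers at 0h were 582 and 536 CPM in these mice and 51.8 to 475 CPM in the others. No list passed at any time in exact two-sided permutation tests, whose smallest adjusted p was 0.139 (0.208 without WT mice 1 and 4). With all tests adjusted together a single list could not pass, since the dendritic cell markers at 6h already had the smallest possible p of 0.00794 (0.0179 without WT mice 1 and 4).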

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

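The tests of the memory and effector list, of markers of other cell types against the effector genes, of gene length at 6h, and all tests without WT mice 1 and 4, were chosen only after the result was seen.

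The 10 libraries of WT mice 1 and 4 stood apart from the other 40, with high Rag1, Rag2 and Dntt, low Cd8a and Il7r, and mitotic genes that were high until 12h. The tables argue against a length bias from RNA degradation, since the correlation of each library's deviation with gene length ran from 0.00231 to 0.104 in size. Immature thymocyte-like T cells in these 2 mice are a candidate explanation, as the mean of a second list (Myb, Tcf12, Cd1d1, Sox13, Cdk6, Aqp11 and Kit) lay above all 8 other libraries of its time in 10 of the 10 libraries, at 6.82 and 6.74 log2 CPM at 0h against at most 6.24. All 7 of those genes were also measured in KO cells at 0h, at means from 4.25 CPM for Aqp11 to 190 CPM for Tcf12, and anti-CD8a beads would not remove immature T cells that carry CD8a. Markers of natural killer cells (2506 and 1443 CPM at 6h against at most 45.1) and of CD4 and regulatory T cells (1131 and 881 CPM against at most 117) were high in the same mice, so other cells stay open too, and whether the cells came from the animals, another tissue or wrong labels was not tested.

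Without WT mice 1 and 4, 4 of 23 effector genes were higher in KO and 0 lower at 6h, among them Ifng and Il3, and 10 and 0 at 12h (10 and 0 at each time adjusted over the list alone), with list medians of 0.63 and 0.71 and camera adjusted p values of 0.000328 and 0.0146 (adjusted p = 0.614 and 0.635 with an estimated correlation). The tables argue against a transcript length bias, since gene length correlated with the log2 difference by 0.053 at 6h and 0.146 at 12h and genes of matched length had medians of -0.091 and -0.195, and against a larger share of natural killer cells, whose markers were 0.901 and 0.836 times those of WT (1.49 and 1.17 plus 2 SE), below the lowest folds of the called effector genes of 4.02 and 1.62 (2.15 and 1.21 less 2 SE). A larger share of B, myeloid, dendritic or CD4 T cells cannot be told apart, since the smallest adjusted p of their markers was 0.208 with 5 against 3 mice, the B cell ratios of 1.78 and 1.56 and the myeloid ratios of 1.67 and 0.885 plus 2 SE (2.38 and 1.98, 2.49 and 1.32) exceed those bounds, though not the called genes' median folds of 7.09 and 2.93, and dendritic and CD4 markers (1.18 and 1.24, 0.983 and 1.06 times) kept 0.758 and 0.398 of their 0h level at 24h, so that the sorted cells may give much of them. More memory or effector cells in KO before activation may contribute, since 17 genes of such CD8 T cells had a median difference of 1.28 at 0h without WT mice 1 and 4, 8 of them higher and 0 lower (9 and 0 adjusted over the list alone), with a camera adjusted p = 0.0013 (adjusted p = 0.414 with an estimated correlation). The list's genes summed to 1589 to 3214 CPM in KO and 1269 to 2013 CPM in WT mice 2, 3 and 5 at 0h, Ly6c2 averaged 358 CPM and Nkg7 599 CPM in KO, beads against CD8a would not remove these cells, and an effect of the knockout stays open and was not separated from these.

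The activation response differed between the genotypes for 2 genes at 2h, 328 at 6h, 997 at 12h and 10 at 24h by the interaction test. Of 100 splits of the 10 mice, 6 gave as many genes at 2h (highest other 9), 7 at 6h (1431), 3 at 12h (1163) and 6 at 24h (892). In this fit, which does not pair the libraries of a mouse, chance was less likely at 12h but not excluded, since another split gave more genes. With mouse as a block 3 of 100 splits were as large at 2h (real 4, highest other 10), 6 at 6h (674 and 2135), 3 at 12h (1631 and 1751) and 9 at 24h (100 and 1455). Chance was thus less likely at 2h and 12h but not excluded, since other splits gave more genes at both times. These counts are not adjusted for the number of split tests. Without the block the highest other split at 6h set WT mouse 3 with KO mice 1 to 4, and those at 12h and 24h set WT mice 2 and 5 with KO mice 1, 2 and 4, which at 6h and 24h called several times the real count and points to a structure of the samples.

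For KO against WT, 28 of 100 splits gave as many genes as the real 1054 at 0h (highest other 3515), so chance was not excluded there, and that split, with WT mice 2 and 5 beside KO mice 1, 2 and 4, points to a structure of the samples. Chance was less likely but not excluded at 2h (2 of 100, real 1569, highest other 1787) and 6h (2 of 100, 1345 and 1659), where another split gave more genes. By these splits it was excluded at 12h (1 of 100, 1740 and 269) and 24h (1 of 100, 6 and 3). Among the 56 splits without WT mice 1 and 4, 7 were as large at 0h (real 2964, highest other 4477), and 1, the real split, at 2h (543 and 172), 6h (551 and 47), 12h (3045 and 42) and 24h (6 and 1). A different share of other marked cells cannot be told apart for these counts, since the smallest adjusted p of the marker sums was 0.139, where a single list could not pass with 5 mice a side.

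For the changes over time, splits used fits of the 10 libraries compared. In KO the real split was the 1 of 100 with as many genes at 2h, 6h, 12h and 24h (6879, 7989, 8360 and 8996), and the highest other was 0 by edgeR each time. In WT 6 of 100 were as large at 2h (real 294, highest other 3090), 2 at 6h (1153 and 1506), 1 at 12h (1256 and 761) and 1 at 24h (2456 and 743), so chance was excluded at 12h and 24h. At 6h it was less likely but not excluded by this count of all splits, since another split gave more genes. At 2h it was not excluded by this count, but none of the 5 other splits as large parted all 5 mice, as the real split does. The highest other splits at 2h, 6h and 12h grouped WT mice 1 and 4 at both times with the 0h library of WT mouse 3, which points to a structure of the samples and parts fewer of the 5 mice between the sides than the real split. Among the other splits that parted all 5 mice the highest count was 0 by edgeR at each time.

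Single libraries lay far from the other 4 of their group in 20 of 128 groups of values, where chance gives about 1 in 20 groups, or 6.4. The total count was 12773186 in KO mouse 3 at 0h (others 22571616 to 23207373), 9571625 in WT mouse 3 at 2h (24653705 to 27720267) and 24716789 in WT mouse 2 at 12h (18699720 to 20370227). The 50 most abundant genes held 23.8% of counts in WT mouse 3 at 0h (8.83% to 11.1% in the others) and 8.55% in WT mouse 1 at 24h (9.78% to 9.99%).

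B cell markers were low in KO mouse 2, at 3206 CPM at 2h (others 7492 to 8524) and 2218 CPM at 6h (4088 to 4610). KO mouse 5 was high at 2h in macrophage, monocyte and neutrophil markers (180.9 against 74.5 to 85.1 CPM), natural killer cell markers (60.3 against 24.99 to 32.7) and erythroid and platelet markers (97.3 against 43.6 to 49.4), and at 6h in macrophage markers (74.6 against 25.01 to 37.0), dendritic cell markers (334 against 296 to 303) and natural killer cell markers (45.1 against 12.9 to 17.7). WT mouse 1 at 24h had macrophage markers at 171 CPM (8.88 to 38.0 in the others) and CD4 and regulatory T cell markers at 1136 CPM (43.3 to 357).

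Il3 was highest in KO mouse 5 at 6h (182 CPM against 4.78 to 42.5) and 12h (118 against 5.32 to 32.6), whose activation score at 12h was lowest (6.15 against 6.55 to 6.69). In WT mouse 1 at 24h Ifng was at 112 CPM (others 366 to 455) and Gzmb at 183 CPM (others 1511 to 1884).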

How the results depend on the processing

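Tests without WT mice 1 and 4, alone or with the early libraries of mouse 3, were chosen only after the result was seen, and the other alternatives were set in advance.

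Of the values of named genes over time, 80 kept direction and call under each setting except that 6 lost the call with only the 10 libraries compared, and 3 of 800 values were lost when 1 mouse was left out. Of 87 KO against WT values, DESeq2 kept direction and call in 84, RLE in 86, library totals in 81, no count filter in 83, limma-voom in 64, the fit without WT mice 1 and 4 in 55 and that without the early mouse 3 libraries too in 53. With only the 10 libraries compared 32 of 77 were kept and 41 lost the call. Of 870 values with 1 mouse left out 681 were kept, 176 lost the call, 6 gained one and 7 changed sign. Of 19 interaction values, DESeq2 kept 19, library totals 16 and limma-voom 4, and 122 of 190 were kept with 1 mouse left out. The fit without WT mice 1 and 4 kept 5 of 19 and turned 7, and that without the early mouse 3 libraries too kept 5 and turned 9. Among totals and scores, 300 values were kept, 183 counts moved by over 1.5 times and 9 values changed sign. Libraries of 9571625 to 31293872 counts limit what can be said of genes with few counts, and 2-fold changes were recovered for 55.2% of simulated genes at 6h. The cause was not tested for the changes below, beyond the smaller number of libraries where libraries were left out.

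With only the 10 libraries compared, WT changes over time numbered 294 at 2h, 1153 at 6h, 1256 at 12h and 2456 at 24h, and KO against WT 0 at 0h by edgeR (1068 at an unadjusted p under 0.05, and 1473 by DESeq2 and 609 by limma-voom in all 50 libraries), 2 at 2h, 52 at 6h, 3439 at 12h and 21 at 24h. With a log2 change of at least 1 asked as well, WT had 1953, 2813, 2845 and 3380 genes, KO 2787, 3959, 4431 and 5121, and KO against WT 545, 1012, 802 and 716 at 0h to 12h.

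Leaving out WT mice 1 and 4 gave WT 6582 genes at 2h and 7977 at 12h, KO against WT 2964, 543, 551 and 3045 at 0h to 12h, and interactions 35, 1267, 2719 and 114 at 2h to 24h. Usp44 turned from -5.19 to 2.33 at 0h, Lipg from -4.85 to 4.16, Il2ra from -0.66 to 3.82, Gins2 from -1.26 to 2.19, Ccnb2 from -1.63 to 2.395, and Kcnf1 from -2.24 to 5.08 at 24h, and the Il2ra interactions from 0.79, 1.49, 1.51 and 1.07 to -3.04, -3.53, -3.30 and -3.60. The interactions of Bcat1 were -0.75 at 6h and -0.57 at 12h and that of Spry1 -0.61 at 6h (from 3.26). The activation scores turned to -0.86, -0.286, -0.107 and -0.231 at 2h to 24h, not called with or without these mice. Without these mice a single time could not pass after adjustment. In the fit without these mice limma-voom called 1831 at 0h and 3 at 24h, and DESeq2 935 at 2h, 1069 at 6h and 33 at 24h.

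With the early mouse 3 libraries out too, WT had 6590, 8971, 9244 and 9785 genes, KO 9018 at 2h and 10003 at 6h, KO against WT 2460 at 0h, 3020 at 6h, 6109 at 12h and 15 at 24h, and interactions 41, 2772, 4758 and 201. Usp44 was 2.33, Lipg 4.18, Atp5e 0.41 (from -1.80), Il2ra 4.39, Gins2 1.98, Ccnb2 2.22, Kcnf1 5.08, Ndufa2 0.39 (from -1.81) and Sqle 0.035 at 2h (from -1.51), the Bcat1 interactions were -2.46 at 6h (from 5.03) and -2.29 at 12h (from 5.10), and those of Il2ra -3.48, -4.09, -3.87 and -4.17. Spry1 was -1.53 and Idh1 0.0602 (from -3.52) at 6h and Ncs1 -0.0354 at 12h (from 3.84), and the scores were -0.59, -0.26, -0.134 and -0.268.

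With mouse as a replicate block, within genotype, interactions numbered 4, 674, 1631 and 100, and no count over time moved by over 1.5 times. It changed no call of the 80 named values over time and kept 16 of 19 interaction values, with Bcat1 not called at 3.85 at 6h and 3.94 at 12h. Block and leaving out WT mice 1 and 4 together gave WT 6862, 8199 and 8262 at 2h, 6h and 12h, interactions 65, 1649, 3125 and 426, and Il2ra interactions of -2.88, -3.29, -3.09 and -3.40, Bcat1 interactions of -0.66 at 6h and -0.50 at 12h and a Spry1 interaction of -0.57. Across genotypes samples share only a mouse number. A block on it gave 10 genes for KO against WT at 24h and 1 interaction at 2h and moved no other count by over 1.5 times, and of 87 named values it kept 80, with Ccnb2 at 0.17 at 0h and Kcnf1 at 1.52 at 24h. Correlations of libraries sharing a number averaged -0.197 to 0.139, and 6 of 25 correlated best with their own number.

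Library totals gave 462 genes at 0h and interactions of 9, 131 and 19 at 2h, 6h and 24h. With no count filter there were 647 genes at 0h, 846 at 6h, 0 interactions at 2h by edgeR (1075 at an unadjusted p under 0.05) and 151 at 6h. By limma-voom KO against WT numbered 609, 728, 597 and 1152 at 0h to 12h, and interactions 0 at 2h (693 at an unadjusted p under 0.05) and 2 at 24h, with Il2ra at 0.99 at 0h, Kcnf1 at 1.68 at 24h and Il2ra interactions of -0.77, -0.00587 and -0.53 at 2h, 12h and 24h, each of which had the other sign in edgeR and was not called. By DESeq2 there were 2095 genes at 6h, 168 at 24h, and interactions of 28, 634 and 115 at 2h, 6h and 24h. RLE gave 1 interaction at 2h. The share higher in KO by limma-voom was 63.6%, 66.1%, 67.5% and 61.1% at 0h to 12h, against 29.5%, 24.6%, 24.98% and 42.3% by edgeR.

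Leaving out 1 mouse in turn gave KO against WT 160 to 2420 genes at 0h, 102 to 2889 at 2h, 36 to 3432 at 6h, 554 to 3211 at 12h and 1 to 54 at 24h, the values per mouse standing with each comparison above, and interactions 0 to 24, 0 to 1440, 503 to 2232 and 0 to 102, where the counts of 0 by edgeR had 551 to 1801 genes at an unadjusted p under 0.05. Without WT mice 1 and 4 and 1 further mouse it gave 253 to 489 at 2h, 46 to 1727 at 6h, 1099 to 5510 at 12h and 3 to 19 at 24h. Values that changed sign when 1 mouse was left out ran from -2.11 to 0.40 for Ndufa2, -2.13 to 0.57 for Atp5e (both positive only without WT mouse 3), -1.32 to 0.21 for Il2ra (positive only without WT mouse 1) and -0.29 to 0.65 for Asns at 0h, and from -0.213 to 1.04 for the activation score at 2h (negative only without WT mouse 1). Of the gene lists for KO against WT, 55 passed by camera, 0 with an estimated correlation, 15 by fry, and 3 with an estimated correlation without WT mice 1 and 4, and for changes over time 119, 0, 122 and 34.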

Other observations

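The tests below without WT mice 1 and 4, and those of the lists of memory and effector genes and of immature thymocyte genes, were chosen only after the result was seen.

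At 24h, without WT mice 1 and 4, the list of 16 p53 target and apoptosis genes had a median of 0.22 in KO over WT. Of these genes 0 of 16 were called by edgeR (3 higher adjusted over the list alone). As a set they had a camera adjusted p = 4.28e-06 (adjusted p = 0.0338 with an estimated correlation). Dendritic cell markers had a median of 0.42 over 12 genes, 0 of them called by edgeR (0 over the list alone), with a camera adjusted p = 0.000103 (adjusted p = 0.0332 with an estimated correlation). With all mice these medians were 0.23 and 0.03, with camera adjusted p values of 0.0837 and 0.109.

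Memory and effector CD8 T cell genes, among them Ccl5, Cxcr3, Il2rb and Ly6c2, were higher in KO at 0h with all mice, 7 of 17 and 0 lower (10 and 0 adjusted over the list alone), with a median of 1.67 and a camera adjusted p = 6.95e-12 (adjusted p = 0.284 with an estimated correlation). The second immature thymocyte list had a median of -0.56 at 0h with all mice, 1 of 7 genes higher and 0 lower (1 and 0 over the list alone), and a camera adjusted p = 0.784. Its median was 1.03 without WT mice 1 and 4, with 4 of 7 genes higher (5 over the list alone) and a camera adjusted p = 0.00334 (adjusted p = 0.172 with an estimated correlation). The mature CD8 T cell surface genes had a median of 0.27 at 0h with all mice and 0 of 6 called by edgeR (0 over the list alone), and -0.33 without WT mice 1 and 4 with 3 of 6 lower (3 over the list alone), with camera adjusted p values of 0.0325 and 0.0464 (adjusted p = 0.567 and 0.464 with an estimated correlation).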
